# Array Comparative Genomic Hybridization Analysis Reveals Significantly Enriched Pathways in Canine Oral Melanoma

**DOI:** 10.3389/fonc.2019.01397

**Published:** 2019-12-12

**Authors:** Ginevra Brocca, Serena Ferraresso, Clarissa Zamboni, Elena M. Martinez-Merlo, Silvia Ferro, Michael H. Goldschmidt, Massimo Castagnaro

**Keywords:** angiogenesis, array comparative genomic hybridization, canine oral melanoma, comparative oncology, copy number aberrations, mucosal melanoma, pathway enrichment analysis

## Abstract

Human Mucosal Melanoma (hMM) is an aggressive neoplasm of neuroectodermal origin with distinctive features from the more common cutaneous form of malignant melanoma (cMM). At the molecular level, hMMs are characterized by large chromosomal aberrations rather than single-nucleotide mutations, typically observed in cMM. Given the scarcity of available cases, there have been many attempts to establish a reliable animal model. In pet dogs, Canine Oral Melanoma (COM) is the most common malignant tumor of the oral cavity, sharing clinical and histological aspects with hMM. To improve the knowledge about COM's genomic DNA alterations, in the present work, formalin-fixed, paraffin-embedded (FFPE) samples of COM from different European archives were collected to set up an array Comparative Genomic Hybridization (aCGH) analysis to estimate recurrent Copy Number Aberrations (CNAs). DNA was extracted in parallel from tumor and healthy fractions and 19 specimens were successfully submitted to labeling and competitive hybridization. Data were statistically analyzed through GISTIC2.0 and a pathway-enrichment analysis was performed with ClueGO. Recurrent gained regions were detected, affecting chromosomes CFA 10, 13 and 30, while lost regions involved chromosomes CFA 10, 11, 22, and 30. In particular, CFA 13 showed a whole-chromosome gain in 37% of the samples, while CFA 22 showed a whole-chromosome loss in 25%. A distinctive sigmoidal trend was observed in CFA 10 and 30 in 25 and 30% of the samples, respectively. Comparative analysis revealed that COM and hMM share common chromosomal changes in 32 regions. MAPK- and PI3K-related genes were the most frequently involved, while pathway analysis revealed statistically significant perturbation of cancer-related biological processes such as immune response, drug metabolism, melanocytes homeostasis, and neo-angiogenesis. The latter is a new evidence of a significant involvement of neovascularization-related pathways in COMs and can provide the rationale for future application in anti-cancer targeted therapies.

## Introduction

Human melanomas of mucosal sites (human Mucosal Melanoma, hMM) are neoplastic diseases of neuroectodermal origin, arising from non-cutaneous melanocytes migrated from the neural crest during embryogenesis (1–4). Although still not fully characterized, hMMs show to rely on numerous copy number changes and whole chromosomes gains or losses, rather than on single-nucleotide mutations, and they lack the typical UV-signature of the cutaneous malignant melanomas (cMM) (4–8). Large chromosomal aberrations, known to be deeply involved in solid tumors development (9), were investigated in hMMs through numerous techniques. Up to date, promising recurrent regions of gains and losses were identified (5) and confirmed by several investigations (4, 7, 8), in particular amplified portions of HSA 12q and 5p, which encode for genes as CDK4 and TERT, respectively (7). In addition, CCND1, KIT, and VEGFRA were proposed by a recent review (10) as targets for future investigations. hMMs represent only the 1.3% of all reported melanomas (1) and they may arise from different sites, as head-and-neck, female genital tract, and anal/rectal mucosa, with a respective 5 years survival rate of 31.7, 11.4, and 19.8%, while cMM has a 5 years survival rate of 80.8% (1). The highly aggressive biological behavior of hMMs (11) and the scarcity of available cases led to many attempts to establish a reliable animal model for the study of this life-threatening disease. Various *in vivo* models have been proposed for melanocytic derived-tumors through genetically engineered mice and zebrafish (12). Relevant limitations of these models are the lack of tumor population heterogeneity, combined with the longtime of tumor formation (12, 13). Altogether, these studies revealed the necessity of a spontaneous tumor model in non-engineered animals. Among companion animals, equine's primary melanomas have been taken into consideration as a model for hMMs' aberrations (8); however, they showed to have fewer copy number changes compared to hMM, making them a non-fitting model. On the basis of their greater genetic proximity with humans than other models proposed, dogs appear to be a more adequate preclinical surrogate (14). Canine tumors arise spontaneously in an intact immune system, often at a higher rate than in humans, and pet dogs share the same environmental risk factors with the owners. Moreover, dogs have a shorter lifespan and a more rapid neoplastic disease course (15, 16). Canine Oral Melanomas (COMs), the most common malignant tumor of the canine oral cavity (2, 17, 18), are characterized by a clinical evolution and progression, a tendency for local invasion and metastasis (2, 19–22), and a resistance to chemotherapy and radiation therapy (15, 20, 23), similar to hMM. In 2012, the National Cancer Institute Comparative Melanoma Tumor Board compared histological features of COM and canine melanomas arising in other sites (skin and acral) with hMM and cMM, finding a complete concordance between COMs and hMMs, and suggesting a common enrichment of PI3K and MAPK pathways (13). Given these promising results, the Board strongly encouraged validation of COM as a clinical model for hMM, by deepening the correlation of possible chromosomal, epigenetic and transcriptomic alterations. Molecular studies on COMs detected recurrent gains in CFA 13 and 17, and recurrent losses in CFA 2 and 22 (8, 24). A distinctive sigmoidal trend was also highlighted in CFA 30, with the alternation of gained and lost regions (8, 24). Although a large variety of gained and deleted genes was detected, some studies revealed discordant results indicating the need for further investigation on COMs' genetic landscape. In this work, DNA from formalin-fixed, paraffin-embedded (FFPE) samples of COM was collected from two European archives and analyzed through array Comparative Genomic Hybridization (aCGH). This technique takes advantage of the competitive hybridization of matched healthy and pathologic genomic DNA in parallel-extracted from FFPE samples, to estimate recurrent somatic Copy Number Aberrations (CNAs) characteristic of the cluster analyzed.

## Materials and Methods

### Samples Collection and Selection

FFPE samples were collected from the archives of the Universities of Padua and Madrid. Initial inclusion criteria for the collection of the samples were a certain diagnosis of COM and sufficient material for nucleic acid extraction. Once collected, one 4 μm-thick slide was cut from each block and stained with a routine hematoxylin-eosin (H&E) protocol for a second evaluation. To be included in the study, the H&E slides were reviewed independently by two board-certified veterinary pathologists (American and European) and one expert veterinary pathologist to unequivocally confirm the initial diagnosis of COM, and to assess the presence of an adequate amount of healthy tissue suitable for the nucleic acid extraction. Diagnostic criteria were based upon the guidelines of the World Health Organization (25) and amelanotic specimens were evaluated through anti-Melan-A and anti-PNL2 antibodies. Forty samples were finally evaluated as adequate.

### Nucleic Acid Extraction and Purification From FFPE Tissue

By using H&E stained slides as a guide, the paraffin blocks were incised in order to separate the tumor bulk from the healthy tissue. Sections 20 μm-thick were then cut from the blocks using a microtome with disposable blades. Tumor and healthy tissues were then scraped from the slides and put in two different 1.5 ml Eppendorf to be extracted separately. When necessary, more sections were cut in order to provide an adequate amount of healthy tissue material. Care was taken to avoid any possible contamination between tumor and healthy tissue and between different samples, by cleaning microtome, blades, and instruments after processing each specimen. Genomic DNA was extracted using the All-Prep DNA-RNA FFPE KIT (Qiagen^®^) according to the manufacturer's instructions, with the use of a heptane solution for deparaffinization steps. Quality and quantity of the extracted DNA were assessed via spectrophotometry with a Nanodrop ND-1000 (Life Technologies^®^), while its integrity was checked with an agarose gel electrophoresis, showing a marked degree of degradation in all samples. Only samples with a A^260^/A^230^ ratio of at least 1.5 and a yield of DNA of at least 450 ng (for both pathological and healthy sections) were admitted to the following steps.

### Array Comparative Genomic Hybridization

Genomic DNA from 24 samples was subjected to the cyanine labeling using the SureTag DNA Labeling Kit: DNA extracted from pathological and healthy fractions was labeled independently with Cy 3-deoxyuridine triphosphate (dUTP) and cyanine 5-dUTP, respectively. Cyanine incorporation and final concentration were calculated via spectrophotometry with a Nanodrop ND-1000 and the specific activity was calculated for each sample. Twenty samples, which reached an adequate matched tumor/healthy Cy3 and Cy5 specific activity, were then co-hybridized to a 180,000-feature SurePrint G3 Canine CGH Microarray (4–180 K, Agilent Technologies), comprising repeat-masked 60-mer oligonucleotides distributed at ~2.7 Kb intervals throughout the dog CanFam2 genome assembly. After 24 h of incubation at 65° and 20 rpm, arrays were washed following the manufacturer's instruction and scanned at 3 μm using an Agilent G2565CA scanner. Image data were processed using Feature Extraction version 11.5, and Genomic Workbench version 7.0.

### CNAs Analysis

Data were filtered to exclude probes exhibiting non-uniform hybridization or signal saturation and were normalized using the centralization algorithm with a threshold of eight and fuzzy ON. The ADM-2 algorithm was applied to define CNAs using a “three probes minimum” filter. Only autosomes were analyzed. The Cy5/Cy3 intensity ratios for each spot were converted into log2 ratios. Aberrant chromosome intervals were selected by using Agilent Genomic Workbench v. 7.0. A copy number gain was defined as a log2 ratio >0.25 and a copy number loss was defined as a log2 ratio < -0.25. Chromosomal locations were defined in terms of their Megabase (Mb) position. To identify significant CNAs the Genomic Identification of Significant Targets in Cancer (GISTIC2.0) (26) algorithm was also applied, as implemented in CGHtools software. The GISTIC2.0 module identifies regions of the genome that are significantly amplified or deleted across samples. Each aberration is assigned a G-score that considers the amplitude as well as the frequency of its occurrence across samples. False Discovery Rate q-values are then calculated for the aberrant regions, and regions with q-values below a user-defined threshold are considered significant. Log2ratios ≥0.25 and ≤ –0.25 were assigned as the threshold for gain and loss detection, while amplification and deletion were defined as having a log2 ratio ≥1 and ≤ –1. False Discovery Rate (FDR) ≤ 0.05 was set as the limit of significance.

### Comparison Between Canine and Human CNAs

To compare the canine CNA profile with aberrations already described in the recent human literature, orthologous regions were identified using the Liftover Batch Coordinate Conversion Tool (http://genome.ucsc.edu/cgi-bin/hgLiftOver), as already done in previous studies (8, 24). In summary, the genome coordinates of the 180.000 60-mer probes of each array were mapped firstly to the canine reference genome CanFam3.1, and then to the human reference genome GRCh38/hg38. The syntenic human regions were then compared with published data (5, 7, 8, 24), to detect those regions shared by both hMMs and COMs. A comparative analysis between data produced herein, and recently published studies regarding the detection of CNAs in the canine genome through several techniques (as WES, WGS, aCGH, and FISH) (8, 24, 27, 28), was also performed.

### Pathway Enrichment Analysis

Orthologous human genes were identified using the Ensemble Genome Browser (http://www.ensembl.org/index.html) and four lists of genes were employed for pathway analysis: (i) Gains with penetrance ≥25% (GR25), (ii) Gains with penetrance ≥40% (GR40), (iii) Losses with penetrance ≥25% (LR25) and (iv) regions highlighted as significant by Gistic analysis (GS). Genes were analyzed as human orthologs using the ClueGo plugin (29) for the software Cytoscape 3.7.1, an open-source Java tool that extracts the non-redundant biological information for large clusters of genes. In ClueGO, the kappa score is used to define term-term interrelations (edges), and functional groups based on shared genes between terms. Here, *Homo sapiens* was used as the control organism, and genes were uploaded as human orthologs named by the SymbolID. The genes were assigned to a network based on the updated ontologies: KEGG, GO Biological process, GO Immuno, REACTOME, and WIKIPATHWAYS. The significance of each term was calculated with a standard hypergeometric two-sided test. Networks were created on the basis of a kappa score threshold of 0.5 and a minimum of 3 genes in every network forming at least 10% of the total associated genes in each particular network, as previously done (28). Pathways' *P*-values were adjusted with Benjamini-Hochberg and the “fusion” option was also applied to reduce the redundancy. Pathways were then represented taking advantage of Cytoscape's complex visualization environment, as kappa score-based functional groups, and named by the most significant term of each group.

### Immunohistochemistry and Immunohistochemical Assessment

For each of the 20 samples analyzed through the aCGH technique, a 4 μm-thick section was cut and mounted on a polarized glass slide (Superfrost^®^ Plus, Thermo Scientific^®^), and tested with the mouse monoclonal antibody Ki67 (Dako^®^) diluted 1:50. Immunohistochemistry was performed with an automatic immunostainer (Ventana Benchmark GX, Roche-Diagnostic) using an ultraView universal alkaline phosphatase RED detection kit (Ventana Medical System Inc.), which provides a red chromogen reaction, and hematoxylin counterstain. The use of the red chromogen allowed avoiding bleaching reactions in pigmented COMs, in which DAB chromogen is often unusable, preserving the integrity of antigens. A Ki67 index was established for each sample on the base of the methodology described by Bergin et al. (30), which showed to be prognostic with a cutoff of 19.5 average cells per high power field (hpf).

### Data Access

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (31), and are accessible through GEO Series accession number GSE131923 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=~GSE131923).

## Results

### Collected Samples and Immunohistochemical Analysis

A total of 20 samples, inclusive of the tumor and matched normal tissue, were selected for cyanine labeling and showed both an adequate yield and an adequate specific activity to be further subjected to the aCGH analysis. Only one case showed poor quality of hybridization and was excluded from this study, bringing the number of samples to 19. For each sample, an IHC with the Ki67 antibody was successfully performed, and the Ki67 index was established. Based on the study conducted by Bergin et al. (30), we established a threshold Ki67 value of >19.5 for the prediction of death (or euthanasia) due to melanoma by 1 year post-diagnosis. Based on the Ki67 value, samples were then classified as with a GOOD (G) or BAD (B) possible prognosis. The G group included 5/20 samples, and the B group 15/20 (including the one excluded from the aCGH cohort). Samples and available clinical data of dogs from which they were collected are listed in Table S1 in Supplementary Materials.

### Genomic Pattern of Aberration

CNA analysis allowed the identification of both focal and broad (near the size of a chromosome arm) chromosomal aberrations, distinguished in gains and losses (Figure 1). 

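The copy number of 19 oral melanomas was measured by array comparative genomic hybridization, with the tumor and the matched healthy tissue of 1 dog on each array. Group G, with the lower Ki67 index, held 5 dogs and group B held 14. The labels and the definition of a gain place the tumor in Cy5 and the healthy tissue in Cy3, whereas the labeling paragraph of the Methods names the dyes the other way round. Of the 395 pairs of a sample and a region that the paper lists in Table S2, 371 (93.9%) had a Cy5 over Cy3 log2 ratio of the listed direction. This gives the orientation in which the paper read the ratio and does not decide which tissue carried which dye. The authors deposited the scanner output of Feature Extraction, whose processed signals are background-subtracted and dye-normalized by a linear factor, and a table of processed log2 ratios. Here the log2 ratio of the processed Cy5 over Cy3 signal was taken from the scanner output, non-uniform and saturated spots were left out, spots of 1 probe were averaged, and each array was centred on the median of its autosomal probes. The median signal was 2.09 to 13.0 times the background in Cy3 and 1.40 to 5.21 times in Cy5. Segments were sought with an interval search after ADM-2, with a threshold of 8, at least 3 probes and a mean log2 ratio beyond 0.25 in either direction. Positions are as the files give them, and the file headers name CanFam3.1. The array values of the table that the authors processed differed from the scanner values by 1 fixed profile along the genome, multiplied by a factor for each array, which held 99.97% of the variance of the difference over 135231 probes. What that profile measures was not analysed here. The scanner values were used throughout, and the processed table was used as an alternative.

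**Figure D1:**
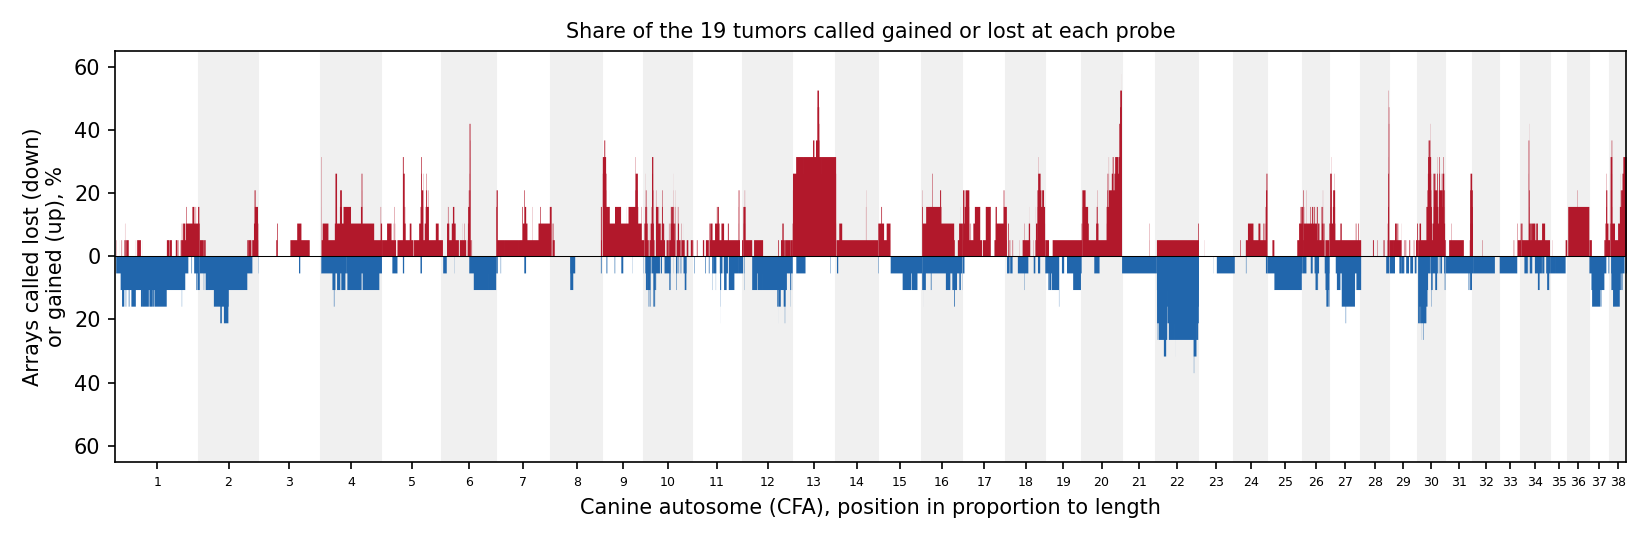
Percentage of the 19 arrays called gained (upward) or lost (downward) at each probe, along the 38 autosomes. Gains on CFA 13 and CFA 30 and losses on CFA 22 stand out, and the gains at the end of CFA 20 were called in 11 arrays of the scanner values and 2 arrays of the processed table.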

Two samples (A5, A35) did not present any aberration, while in the remaining ones, the mean number of aberrations per sample was 27.6 (range: 2–71). 

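In the scanner values, 60.1 ± 58.3 segments (SD, n = 19) were called per array on the autosomes, of which there were 834 gains and 308 losses in all. No autosomal segment was called in A5 and 5 were called in A35. X was counted apart, with 1 segment in each of these 2 arrays. Over the 18 arrays with any segment the mean was 63.4, with a range of 5 to 244, and the array of A34 alone held 21.4% of the 1142 segments. A segment lying inside a longer one counted as its own. The alternative that moved the mean most was a search threshold of 6, which gave 108 segments per array, while the processed table gave 36.6 ± 25.5 (SD, n = 19) and no segment in A5 or A35, without values for X.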

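Each of the 73 regions of Table S2 was set against the calls of the 19 arrays, a region counting as called where at least 50% of its probes lay in segments of its direction. A penetrance of at least 25% was reached by 34 of the 53 gained regions and by 6 of the 20 lost regions. The lengths listed in Table S2 have a mean of 1.68 Mb for gains and 3.67 Mb for losses. The penetrances in Table S2 equal a number of samples over 20, and 35 gained and 13 lost regions list C4, the case excluded from the arrays. With C4 left out of the lists of the paper and 19 as the denominator, 48 gained and 13 lost regions have a penetrance of at least 25%. With normexp background correction, 20 gained regions and 0 lost regions reached this penetrance.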

The pattern of genomic aberrations was evaluated for gained and lost regions with a penetrance ≥25% and consisted of 53 gained regions, with size ranging from 12.7 Kb to 30.9 Mb (with a mean length of 0.7 Mb), and 20 lost regions ranging from 60 bp to 40.5 Mb (mean length of 2 Mb).

**Figure 1:**
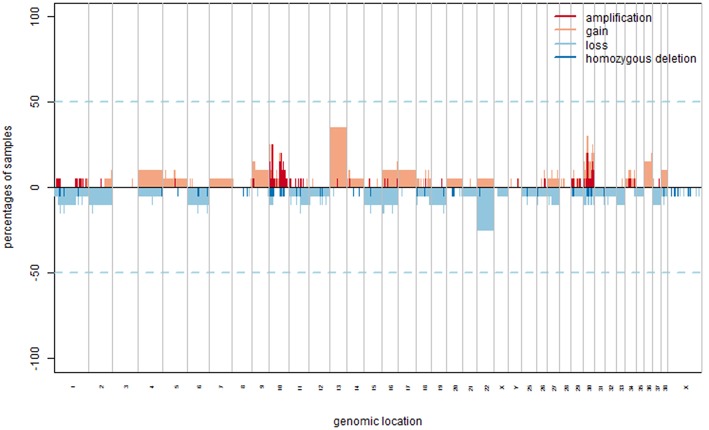
CNAs in COM. Copy number gains and amplification are indicated in orange and red, respectively representing a log_2_ ratio ≥0.25 and ≥1. Copy number losses and deletion are indicated in light and dark blue, respectively representing a log_2_ ratio ≤–0.25 and ≤–1.

The most frequently gained regions (penetrance ≥25%) affected chromosomes CFA 10, 13, and 30, while lost regions involved most frequently chromosomes CFA 10, 11, 22, and 30. Among the regions with gains, 8 showed a penetrance ≥40%, with regions chr30:17522685–17773010 and chr30:17847674–18058012 showing 45% penetrance. 

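The gain of CFA 30 from 17522685 to 17773010 was called in 7 of 19 arrays, or 36.8% (exact Clopper-Pearson 95% interval 16.3% to 61.6%), over 16 probes. The gain from 17847674 to 18058012 was called in 8 arrays, or 42.1% (20.3% to 66.5%). Both counts were equal in the processed table. At least 40% was reached by 2 gained regions, of which the other was CFA 13 from 35581655 to 37959313. It was called in 10 arrays, and in 8 in the processed table.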

Among regions with losses, nine had a penetrance ≥30% and the most frequent loss was chr11:41248370–41248429, with a 35% penetrance. 

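The loss of CFA 11 from 41248370 to 41248429 spans 1 probe and was called in 4 of 19 arrays, or 21.1% (exact Clopper-Pearson 95% interval 6.05% to 45.6%), namely B23, B25, C10 and C13. In A8, which Table S2 lists for this loss, the log2 ratio of that probe was 0.41. A penetrance of at least 30% was reached by 1 lost region, on CFA 22 from 53935660 to 54385447, which was called in 7 arrays. In the processed table this region was called in 5 arrays, and 0 lost regions reached 30%.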

CNAs with penetrance ≥25% and corresponding genes are listed in Table S2 in Supplementary Materials. Chromosomes that appeared to be more affected by gains and losses were CFA 13 and 22. CFA 13 showed a whole-chromosome gain in the 37% (7/19) of the samples, while CFA 22 showed a whole-chromosome loss in the 25% (5/19) of the samples, with the loss of region 0.2 to 54 Mb that reached a 30% penetrance. Additionally, a recurrent and distinctive alternation of gained and lost regions (sigmoidal trend) was observed on CFA 10 (25% of the samples, 5/19) and 30 (30% of the samples, 6/19). 

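CFA 13 was called gained over at least 80% of its probes in 6 of 19 arrays (A3, A31, A34, A8, B23 and C3), or 31.6% (exact Clopper-Pearson 95% interval 12.6% to 56.6%). The median log2 ratio of CFA 13 was 0.14 ± 0.25 (SD, n = 19), with p = 0.0233 from a two-sided sign-flip permutation test and 0.0804 after Benjamini-Hochberg adjustment over 38 autosomes. CFA 22 was called lost to the same extent in 5 arrays (A1, A34, A8, C13 and C3), or 26.3% (9.15% to 51.2%), and gained in A24. Its median log2 ratio was -0.13 ± 0.22 (SD, n = 19), with p = 0.0186 from the same permutation test and an adjusted p of 0.0804. In the processed table the median log2 ratio of CFA 22 was -0.09, with a permutation p of 0.0649. With a cutoff of 0.35 for a call, the whole-chromosome gain of CFA 13 was called in 3 arrays and the whole-chromosome loss of CFA 22 in 1. With normexp background correction the gain was called in 3 arrays and the loss in 2.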

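At least 1 gain and at least 1 loss were called on CFA 10 in 4 of 19 arrays, or 21.1% (exact Clopper-Pearson 95% interval 6.05% to 45.6%), and on CFA 30 in 7 arrays, or 36.8% (16.3% to 61.6%). Among the other 36 autosomes the median was 1 array and the highest count was 4, on CFA 12 and CFA 16. Where at least 2 changes of direction were required, the count was 4 on CFA 10 and 6 on CFA 30, and at most 3 elsewhere, on CFA 16.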

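With limma on the mean log2 ratios of 2215 autosomal bins of 1 Mb, 0 bins differed between groups G (n = 5) and B (n = 14) after Benjamini-Hochberg adjustment, and 79 bins had an unadjusted p under 0.05. With the slide as a block, limma likewise called 0 bins, with 98 at the unadjusted level. Fisher's exact test of the 73 regions of Table S2 called 0 regions, with 0 at the unadjusted level and a smallest p of 0.155. The loss of CFA 22 from 3044891 to 13420143 was called in 5 arrays of group B and 0 of group G, with p = 0.257 in this test. A region called in 5 or fewer arrays thus could not pass by lying in group B alone, and the null result says little about such regions. The share of autosomal probes in called segments was 5.35 ± 2.36% (SD, n = 5) in group G and 14.8 ± 12.9% (SD, n = 14) in group B, with p = 0.125 in a two-sided exact permutation test. Within slides the difference of G minus B was -15.4 percentage points on slide 2, 6.53 on slide 3 and -18.3 on slide 5, which held 1 to 3 arrays of each group, while slides 1 and 4 held group B alone. Across the 19 dogs the Ki67 index and this share had a Pearson r of 0.19 (permutation p = 0.45, adjusted 0.60) and a Spearman rho of 0.50 (permutation p = 0.033, adjusted 0.104) in a family of 4 relations. Without C11 and A8, the dogs farthest from the median Ki67 index, r was 0.51 (permutation p = 0.0315, not adjusted) and rho was 0.63. The number of called autosomal segments had a Pearson r of 0.26 with the Ki67 index (permutation p = 0.222, adjusted 0.600) and a Spearman rho of 0.45 (permutation p = 0.0531, adjusted 0.104), and r was 0.73 (permutation p = 0.00292) without the same dogs. In the processed table r was 0.04 for the share and 0.20 for the number of segments (permutation p = 0.873 and 0.422). The Spearman rho there was 0.42 for the share (permutation p = 0.0778, adjusted 0.104) and 0.30 for the number of segments (permutation p = 0.211, adjusted 0.211). Without C11 and A8, r was 0.39 and 0.47 there (permutation p = 0.124 and 0.0595), and rho was 0.58 and 0.30. None of the 4 relations passed the adjustment.

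**Figure D2:**
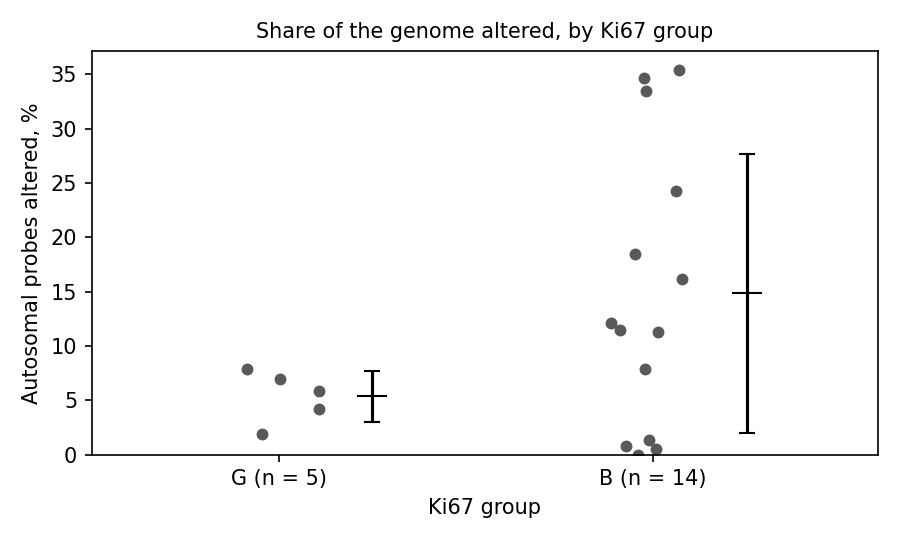
Percentage of autosomal probes in called gains or losses in each array of group G and group B, one point per dog, with the mean and SD beside the points. The 5 arrays of group G lie between 1.91% and 7.88%, and those of group B between 0% and 35.4%.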

No aberrations significantly associated with a Ki67 index greater or lower than 19.5 were identified. 

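Of the 5 arrays of group G, the single probe of CFA 11 from 41248370 to 41248429 was called lost in 2, B25 and C10, against 2 of the 14 arrays of group B (Fisher's exact test, two-sided p = 0.272, adjusted p = 1 over 73 regions).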

The most frequent aberration observed was the loss of region chr11:41248370–41248429 in the G group, recurrent in three out of five samples. Microarray data were then interrogated using the GISTIC2.0 algorithm, to identify CNAs with a statistically significant frequency. 

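A score after GISTIC, the sum over arrays of the called log2 ratios at each probe with a cap of 1.5, was set against a permutation of the probes within each array, since GISTIC2.0 itself was not used here. At a Benjamini-Hochberg q of at most 0.05, 28 gained regions were called, on CFA 3, 6, 9, 10, 13, 20, 28, 30 and 34, and they covered 35.4 Mb. Of the 20 regions of Table S3, 16 were overlapped by them. The highest score, 8.79, lay on CFA 30 from 17864876 to 17966385 with 8 arrays gained, and the highest of CFA 10, 8.04, from 10907453 to 11197509 with 6 arrays gained. In the processed table 28 regions were called, or 17 where gaps of unmeasured probes were bridged, both on CFA 10, 13 and 30 alone, so that the regions of CFA 3, 6, 9, 20, 28 and 34 were called in the scanner values and not in the processed table.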

A total of 20 significant gained regions were located on CFA 9, 10, 13, and 30. Those regions and the corresponding genes (reported in Table S3 in Supplementary Materials) were mostly overlapping with those showing higher penetrance across samples. The regions' size ranged from 33.9 Kb to 52.3 Mb, with a mean length of 4.2 Mb. CFA 10 and CFA 30 were affected by significant amplification in 36.8% (7/19) and 26.3% (5/19) of the samples, respectively. 

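A segment of at least 3 probes with a mean log2 ratio of at least 1 was called on CFA 10 in 6 of 19 arrays (A1, A8, C10, C11, C13 and C7), or 31.6%, and on CFA 30 in 5 arrays (A1, A3, A31, B23 and C13), or 26.3%. The exact intervals are those of 6 and 5 arrays of 19. No more than 2 arrays had such a segment on any other autosome, and 27 of the other 36 had none.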

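Over the minimum common regions of CFA 10, at least 50% of the probes were called gained in 4 arrays from 1.7 to 1.9 Mb, in 6 arrays from 10.9 to 11.8 Mb and in 2 arrays from 43.6 to 45 Mb. Over those of CFA 30 this held in 4 arrays from 13.6 to 13.9 Mb and in 7 arrays from 16.2 to 17.9 Mb. The highest mean log2 ratio of an array was 2.69, in the region of CFA 10 from 10.9 to 11.8 Mb. From the regions that recurred and the genes listed in them, the paper proposes pathways that take part in canine oral melanoma.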

The three most frequent minimum common regions (MCRs) of CFA 10 were 1.7 to 1.9 Mb, 10.9 to 11.8 Mb and 43.6 to 45 Mb, while the most frequent MCRs of CFA 30 were 13.6 to 13.9 Mb, and 16.2 to 17.9 Mb. 

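For losses, the score called 1 region, on CFA 11 from 41248370 to 41292229, with 10 probes, 4 arrays and a q of 0.0165 after Benjamini-Hochberg adjustment. The loss of CFA 22 was not called by the score at this q.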

The GISTIC2.0 algorithm failed to identify statistically significant lost regions. 

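In the mean log2 ratios of 2215 bins of 1 Mb, the mean Pearson correlation between arrays was 0.083 within group G, 0.159 within group B and 0.120 between the groups. In permutations of the group labels, p was 0.710 for group G (n = 5) and 0.249 for group B (n = 14). Average linkage first separated A5 from the other 18 arrays. In the processed table the first branch was instead A24, A28 and C12. With called gains and losses in place of the ratios, and A5 left out, it was A29 and C1. These correlations are across bins, which are not independent replicates.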

A hierarchical clustering technique aimed to identify molecular features potentially correlated with the Ki67 index showed inconsistent results.

### Pathway Enrichment Analysis

To generate a summary of the pathways likely involved in the tumorigenesis of COMs, four separate lists (i.e., GR25, GR40, LR25, and GS, see Methods) were submitted to the ClueGO tool to identify significantly enriched pathways. Pathways were considered significant if having an adjusted Benjamini-Hochberg *P* < 0.05. The enrichment analysis identified 60 significant pathways for the group GR25 (Figure 2), 10 significant pathways for the group LR25, and 49 significant pathways for the group GS. No pathways were found significantly enriched when analyzing the GR40 group. The complete list of significant pathways and genes is reported in Table S4 in Supplementary Materials, while the most interesting, together with corresponding genes, are listed in Table 1. Pathways found enriched in the GR25 group included *Angiogenesis* (*P* < 0.01), *Glucuronidation* (*P* < 0.01), *Highly calcium permeable nicotinic acetylcholine receptors* (*P* < 0.01), and *Wnt/beta-catenin Signaling Pathway in Leukemia* (*P* = 0.03). Interestingly, many pathways related to *Drug metabolism* (*P* < 0.01) were also found significantly enriched (see Table 1). Other significant pathways were *Gastric Cancer Network 2* (*P* = 0.01), *Chemical carcinogenesis* (*P* < 0.01), and *Insulin processing* (*P* = 0.01). Most of the other pathways found to be enriched were melanocytes-related, such as *Melanocyte differentiation* (*P* < 0.01), or linked to the dental apparatus, e.g., *Regulation of odontogenesis of dentin-containing tooth* (*P* < 0.01). Noteworthy, in the GR25 group and GS group, enriched pathways were mostly overlapping. Additionally, GS enriched pathways included the *T-helper 1 type immune response* (*P* < 0.01) and *Hippo-Yap signaling* pathways (*P* = 0.01). Regarding the LR25 group, the most enriched pathways were *Negative regulation of cell migration involved in sprouting angiogenesis* (*P* < 0.01), and *Hydrolysis of LPC* (*P* < 0.01).

**Figure 2:**
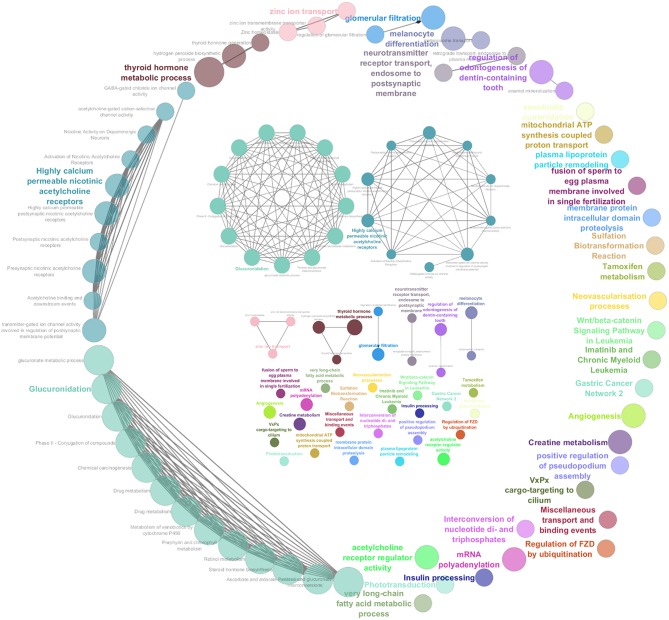
Graphic representation of the results obtained from the pathway enrichment analysis. These pathways were obtained subjecting the genes extrapolated from gained regions with a penetrance ≥25% (GR25 list) to ClueGO. They are represented all together in a circular shape as functional groups, which are visible in more detail inside the circle.

**Table 1:** List of part of the significantly enriched pathways.

**Pathways**	**cPValue**	**Associated genes found**	**Source**
Angiogenesis	<0.01	ANGPT1, KDR, PDGFRA, PTK2	GR25, GS
Glucuronidation	<0.01	UGT2A1, UGT2A3, UGT2B10, UGT2B11, UGT2B15, UGT2B17, UGT2B28, UGT2B4, UGT2B7	GR25, GS
Highly calcium permeable nicotinic acetylcholine receptors	<0.01	CHRNA3, CHRNA5, CHRNB4	GR25, GS
Wnt/beta-catenin Signaling Pathway in Leukemia	0.03	FZD6, MYC, PYGO1, WIF1	GR25, GS
Drug metabolism	<0.01	DPYS, DUT, MGST3, RRM2B, UGT2A1, UGT2A3, UGT2B10, UGT2B11, UGT2B15, UGT2B17, UGT2B28, UGT2B4, UGT2B7	GR25, GS
Tamoxifen metabolism	0.02	SULT1E1, UGT2B15, UGT2B7	GR25, GS
Imatinib and Chronic Myeloid Leukemia	0.02	KIT, MYC, PDGFRA	GR25, GS
Gastric Cancer Network 2	0.01	ATAD2, DSCC1, FAM91A1, MYC	GR25, GS
Chemical carcinogenesis	<0.01	MGST3, UGT2A1, UGT2A3, UGT2B10, UGT2B11, UGT2B15, UGT2B17, UGT2B28, UGT2B4, UGT2B7	GR25, GS
Regulation of odontogenesis of dentin-containing tooth	<0.01	AMTN, ENAM, RSPO2, TNFRSF11B	GR25, GS
Insulin processing	0.01	EXOC1, MYO5A, RAB27A, SLC30A8	GR25
Melanocyte differentiation	<0.01	BLOC1S6, KIT, MYO5A, RAB27A, SLC24A5	GR25
T-helper 1 type immune response	<0.01	IL18R1, IL18RAP, IL1RL1, SOCS5, TRAPPC9, UTP3	GS
Hippo-Yap signaling	0.01	MAP4K4, NDRG1, STK3	GS
Negative regulation of cell migration involved in sprouting angiogenesis	<0.01	DLL4, SPRED1, THBS1	LR25
Hydrolysis of LPC	<0.01	JMJD7-PLA2G4B, PLA2G4B, PLA2G4D, PLA2G4E	LR25

*cPValue, P-value corrected with Benjamini-Hochberg; GR25, gains with penetrance ≥25%; LR25, losses with penetrance ≥25%; GS, regions highlighted as significant by Gistic analysis*.

### Comparative Analysis Between Canine and Human CNAs

Orthologous chromosomal regions in canine and human genome were examined to assess conserved CNAs between COMs and hMMs. In human literature, frequent gains of regions of human chromosomes HSA 1, 4, 5, 6, 7, 8, 11, 12, 17, 20, and losses of regions of HSA 3, 4, 6, 8, 9, 10, 11, 17, 21, have been reported (5, 7). The comparative analysis revealed 32 regions shared between COMs and hMMs, and regarded gains on CFA 9, 10, and 13, orthologous to HSA 17, 12, and 8–4 (respectively), and losses on CFA 11, 22 and 30, orthologous to HSA 9, 13, and 15 (respectively). A representation is visible in Tables 2A–C, while more details about the syntenic human regions are given in Table 3. In particular, the region characterized by the greatest recurrence was CFA 13:1722286–32543593, corresponding to HSA 8:99748261–136957380, already reported (5, 8, 24), and detected with a penetrance of 35% in this work. 

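In the positions of the files this gain is the region of CFA 13 from 4721658 to 35581655 in Table S2. It was called in 6 of 19 arrays over 2306 probes, and the mean log2 ratio in the samples that the paper lists was 0.45 ± 0.19 (SD).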

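The positions of single genes on the array were not used here, because the files do not pair probes with genes of their build. In the assembly UU_Cfam_GSD_1.0, MYC, KIT and PDGFRA lie on CFA 13. At least 50% of the probes of CFA 13 were called gained in 6 of 19 arrays and lost in 0, and any gain on CFA 13 was called in 10 arrays.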

Regarding genes proposed as candidates for the tumorigenesis by other studies, a further concordance between COMs and hMMs was observed with the detection from gained regions of MYC, KIT and, for the first time, PDGFRA, although the latter was found gained only in the 12.5% of the hMMs analyzed (6) (Table 4A). A concordance can also be found in the loss of regions coding for BUB1B, KNSTRN, CYSLTR2, and SPRED1 (8) (Table 4B). Interestingly, also B2M was found imbalanced in both COMs and hMMs (8), but affected by a gain in the present work, instead of a loss. Other frequently reported events in hMMs are usually gains of BRAF (6, 8, 24), MDM2 (6, 8), CDK4 (5–7, 24), and CCND1 (5, 6, 24); losses of CDKN2A, PTEN (5, 6, 24), and TP53 (4, 6). However, aberrations involving the latter candidate genes were not found in the present study. A new promising target gene was also absent: PTPRJ was found lost in both hMMs and COMs (8), and was reported as inactivated by somatic mutations in COMs (28), but was not involved in the present cohort.

**Table 2:** Representation of the aberrated regions detected in the present study (CanFam3.1 annotation), showing a correspondent canine or human syntenic region in other studies, which are indicated through the bibliographic number: Wong et al. (8), Poorman et al. (24), Giannuzzi et al. (27), Hendricks et al. (28), Hayward et al. (6), Curtin et al. (5), Lyu et al. (7), and Furney et al. (4). CNAs are listed on the base of the chromosomal location, and divided into 3 groups: **(A)** gained regions with a penetrance ≥25% (GR25); **(B)** lost regions with a penetrance ≥25% (LR25); **(C)** represents gained regions found statistically significant by Gistic analysis (GS).

		**CANINE studies**				**HUMAN studies**					
**CHR**	**Present study**	**Wong et al. (8)**	**Poorman et al. (24)**	**Giannuzzi et al. (27)**	**Hendricks et al. (28)**	**Wong et al. (8)**	**Poorman et al. (24)**	**Hayward et al. (6)**	**Curtin et al. (5)**	**Lyu et al. (7)**	**Furney et al. (4)**
**(A) GR25**											
10	7814333–7827061					V					
	7827061–7896552					V					
	7896552–8860169					V					
	8860169–8889136					V					
	8889136–9197582					V					
	9225870–9593296					V					
	9593296–9724425					V					
	9724425–9752955					V					
13	1722286–32543593				V	V	V		V		
	32543593–34917864					V			V		
	34917864–60030824^*^					V			V		
							V		V		
	60030824–60110727						V				
30	16069762:16221290		V		V						
	16221290:16599297		V		V						
	16599298:16724522		V								
	16724522:16973676		V								
	16973676:17914975		V								
**(B) LR25**											
11	38095457–38199500								V		
	38199500–38219624								V		
	38219624–38219683								V		
	38219683–38263483								V		
	38263483–38372087								V		
22	102563–10473893						V				
30	1305764–2530849					V					
	2530849–2552538					V					
	2552538–2770691					V					
	2770691–4634866					V					
	4634866–5314049					V					
	5314049–9109654					V					
**(C) GS**											
9	1839468–1890597								V		
	2038907–2071775								V		
10	6204314–9752896					V					
	9948113–10047999					V					
13	101–23829651				V	V			V		
	23906345–60168042^*^					V	V		V		
									V		

Canine regions marked with ^*^ were syntenic to human regions belonging to two different chromosomes, and were split accordingly (view Table 3 for details).

**Table 3:** Comparison between canine CNAs detected in the present study (on the left, CanFam3.1 annotation), and corresponding syntenic human CNAs reported in literature (on the right, GRCh38/hg38 annotation).

**Shared canine-human regions**					
**Canine gains (present study)**	**Human gains**	**Canine loss (present study)**	**Human loss**	**Canine gistic (present study)**	**Human gains**
chr10:7814333–7827061	chr12:65226703–65241894^†^	chr11:38095457–38199500	chr9:18137869–18249633^§^	chr9:1839468–1890597	chr17:79737002–79797355^§^
chr10:7827061–7896552	chr12:65242092–65311784^†^	chr11:38199500–38219624	chr9:18249633–18271087^§^	chr9:2038907–2071775	chr17:79475861–79519528^§^
chr10:7896552–8860169	chr12:65311784–66424954^†^	chr11:38219624–38219683	chr9:18271087–18271147^§^	chr10:6204314–9752896	chr12:63095367–67388213^†^
chr10:8860169–8889136	chr12:66428185–66458897^†^	chr11:38219683–38263483	chr9:18271147–18348934^§^	chr10:9948113–10047999	chr12:67602904–67721312^†^
chr10:8889136–9197582	chr12:66458897–66810207^†^	chr11:38263483–38372087	chr9:18348934–18473616^§^	chr13:101–23829651	chr8:97763559–126022421^†§^
chr10:9225870–9593296	chr12:66840570–67211059^†^	chr22:102563–10473893	chr13:40898353–52112457^‡^	chr13:23906345–60168042	chr8:100M−140M^†‡§^
chr10:9593296–9724425	chr12:67213347–67350366^†^	chr30:1305764–2530849	chr15:32610232–33724875^†^		chr4:38M−65M^§^
chr10:9724425–9752955	chr12:67353025–67388264^†^	chr30:2530849–2552538	chr15:34810295–34839288^†^		
chr13:1722286–32543593	chr8:99748261–136957380^†‡§^	chr30:2552538–2770691	chr15:34839288–35104379^†^		
chr13:32543593-34917864	chr8:136957380-140179206^†§^	chr30:2770691-4634866	chr15:35104379-37107511^†^		
chr13:34917864–60030824	chr8:139727725–145066685^†§^	chr30:4634866–5314049	chr15:37107511–37907031^†^		
	chr4:41359607–70807315^‡§^	chr30:5314049–9109654	chr15:37907031–42087634^†^		
chr13:60030824–60110727	chr4:70738662–70861730^‡^				

*With ^†^the syntenic regions reported also by Wong et al. (8); with ^‡^the syntenic regions reported also by Poorman et al. (24); with an ^§^the syntenic regions reported by Curtin et al. (5); no regions were shared with Lyu et al. (7)*.

**Table 4:** Comparison of the target genes found gained **(A)** or lost **(B)** in this and other studies, which are indicated through the bibliographic number: Wong et al. (8), Poorman et al. (24), Giannuzzi et al. (27), Hendricks et al. (28), Hayward et al. (6), Curtin et al. (5), Lyu et al. (7), and Furney et al. (4).

	**Present study**	**CANINE studies**				**HUMAN studies**					
		**Wong et al. (8)**	**Poorman et al. (24)**	**Giannuzzi et al. (27)**	**Hendricks et al. (28)**	**Wong et al. (8)**	**Poorman et al. (24)**	**Hayward et al. (6)**	**Curtin et al. (5)**	**Lyu et al. (7)**	**Furney et al. (4)**
**(A) GAINED GENES**											
MYC	V	V	V			V	V				
KIT	V		V		V		V				
PDGFRA	V							V			
B2M^*^	V	V				V					
BRAF						V	V	V			
MDM2		V		V	V	V		V			
CDK4		V			V		V	V	V	V	
CCND1^*^		V	V			V	V	V	V		
TRPM7	V		V	V							
WIF1	V	V									
SLC27A2	V			V							
GABPB1	V			V							
USP8	V			V							
SPPL2A	V			V							
CYP19A1	V			V							
NOTCH1						V					
SMO		V				V					
TERT										V	
**(B) LOST GENES**											
BUB1B	V	V				V					
KNSTRN	V	V				V					
CYSLTR2	V	V				V					
SPRED1	V		V	V		V					
CDKN2A			V	V	V		V	V	V		
PTEN			V				V	V	V		
TP53								V			V
RB1	V	V	V								
LCP1	V	V									
FAM98B	V			V							
PTPRJ		V				V					
ARID1B						V					

With ^*^ the genes B2M and CCND1: B2M was found gained in the present study, but was reported as lost by Wong et al. (8); CCND1 was reported as gained in hMMs, but lost in COMs, by Wong et al. (8) and Poorman et al. (24).

### Comparison With Published Canine CNAs

Recently, several studies focused on COM's genetic landscape. The most frequently reported aberrations are gains on CFA 13, 17, and losses on CFA 11, 15, 22 (8, 24, 27, 28) together with a sigmoidal trend (a complex alternation of copy number gains followed immediately by copy number losses), in CFA 10 and 30 (8, 24, 28). In this study, CFA 10 and CFA 30 also showed the sigmoidal trend, and 7 of the regions found imbalanced were already reported in recent literature (Tables 2A,C). Among them, CFA 30:16069762:16221290 and 30:16221290:16599297, in particular, are reported in 2 other studies (24, 28), and had a penetrance ≥30% and ≥25% in this work, respectively.

Several genes which have been indicated to play a significant role in the development of COMs and hMMs were involved in CNAs, comprising gains of TRPM7 (24, 27), MYC (8, 24), KIT (24, 28), WIF1 (8), SLC27A2, GABPB1, USP8, SPPL2A, CYP19A1 (27) (Table 4A) and losses of RB1 (8, 24), LCP1, BUB1B, KNSTRN, CYSLTR2 (8), SPRED1 (24, 27), and FAM98B (27) (Table 4B). On the contrary, other genes such as MDM2 (27, 28) or CDK4 (8, 28), were not confirmed by our study. Finally, it is noteworthy that other genes involved in CNAs such as ADAM10, and genes belonging to gene families SNORA, SNORD, SLC25A, RPL, and RBM, have been recently shown to be highly expressed in metastatic COMs (32).

More details about the target genes taken into consideration (from both canine and human studies) are graphically represented in Tables 4A,B.

## Discussion

In the present study, more than 250 FFPE samples have been collected from archive material. However, due to the stringent inclusion criteria aimed to analyze only samples with a sufficient amount of paired healthy DNA, only 40 were considered adequate candidates for the aCGH analysis. The low number of samples has been a limitation, and a likely cause of the inconsistent results obtained from the hierarchical clustering, with only 5/20 cases with a Ki67 value <19.5. Since the presence of healthy tissue was a major restriction in the recruitment of cases, to ease future analysis the inclusion of a portion of presumed healthy tissue in the diagnostic sample is therefore recommended. The highly homogeneous cohort of samples obtained and the matching DNA for each sample allowed to overcome all potential discrepancies deriving from the use of genomic dog pools, which could have led to false correlations with race, age, sex, and health conditions.

A 50% increase in the DNA extraction yield was obtained by using the heptane as deparaffinization agent instead of the more toxic xylene (33). Precipitation of the extracted DNA with ethanol allowed to obtain a good DNA quality in some of the samples with an initial poor A^260^/A^230^ ratio.

Chromosomal aberrations detected in this study partially overlap with those already documented in other works on canine species, and the software analysis showed both new and known enriched pathways. Only the GR40 group failed to identify significantly enriched pathways, probably due to the limited number of genes included in the list.

The most characteristic aberration is confirmed to be the sigmoidal pattern of CFA 10 and CFA30 (8, 24, 28). However, the biological significance of these recurrently lost-gained regions is still unclear. Future studies correlating the presence of lost-gained regions and clinical data could improve our understanding of this specific molecular feature of COM.

MDM2 (8, 27, 28), CDK4 (8, 28), and CDKN2A (24, 27, 28), which were found altered by other authors, were not identified as significantly aberrated by GISTIC algorithm in this study. As reported also in hMM (4), MDM2 is known to favor tumor formation by acting on the tumor suppressor gene p53 (34). Although the reason for this discrepancy is not known, a significant gain of the MDM2 binding protein (MTBP) was instead present in our samples. These data, together with a copy number gain involving the p53 binding protein (TP53BP1), confirm the dysregulation of p53 family members in COMs. Moreover, a significant enrichment of the Hippo-Yap signaling pathway, which is strongly and sometimes contradictorily intertwined with the p53 pathway (35), was also detected.

CDK4 and its inhibitor CDKN2A are main actors of the cell cycle proliferation since they regulate Cyclin D1, allowing or not the transition from G1 to S phase. Although a direct involvement of CCND1 has been identified only in human acral and mucosal melanomas (5), and not in COMs (24), high expression of Cyclin D1 protein in COMs has been recently documented (36). Furthermore, a gain of the coding gene for Cyclin B2 (CCNB2), and a copy number imbalance of Eukaryotic Translation Initiation Factor family members (EIF2C2, EIF2AK4, EIF3E, EIF3H, EIF3J), were detected. Interestingly, the member EIF4E of the family is reported to increase the level of Cyclin D1 protein *in vitro* (37, 38), while other members (components of the EIF3 complex, in particular), have been correlated to human cancer (39–49), and human melanoma (41, 50, 51).

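In the assembly UU_Cfam_GSD_1.0, RB1 lies on CFA 22. At least 50% of the probes of CFA 22 were called lost in 5 of 19 arrays and gained in 1, and any loss on this chromosome was called in 8 arrays. The value of the gene itself was not analysed here.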

Another notable aberration is the loss of the tumor suppressor gene Retinoblastoma 1 (RB1), considered the governor of the cell cycle. RB1 has been already associated with other human and canine cancer types and it is strictly correlated to the cyclins' family. Even if with a mechanism different from those proposed in other works, cyclins activation appears then highly involved also in our cohort of COMs.

Among the genes related to cell proliferation and mitosis, GRHL2, a transcription factor able to bind the promoter region of TERT, was found to be gained. Although TERT is one of the most frequently involved genes in human non UV-induced melanomas (7, 10) it has never been found amplified in COMs. However, the gain of GRHL2 suggests that TERT expression may play a role in COMs.

A loss of mitosis-related genes was also highlighted. Loss of KNSTRN, required for correct chromosome segregation, BUB1, a checkpoint for mitosis progression, and TACC3, a stabilizer of the mitotic spindle, were detected.

COM is known to share with hMM the activation of MAPK and PI3K pathways, showing also similar responses to targeted therapies (52, 53). Aberrations are recognized to be part of the activation mechanism, and many MAPK-related genes are encoded by CFA 30 (orthologous to HSA 15) (8, 24, 28). Genes responsible for MAPK and PI3K activation found in this work comprise RASGRP1, MYC, FGF7, ANGPT1, TRPM7 (gained), and SPRED1 (lost). As reported in other works (6, 24), an imbalance of a wide variety of genes coding for tyrosine kinases receptors was also detected. These genes are abnormally activated in a wide range of human and animal tumors, inducing uncontrolled tumor proliferation (54). Our data showed an imbalance of the proto-oncogene c-KIT, and of other kinases such as PTK2, STK3, TEC, PDGFRA, VEGFR2, and CD63. It is noteworthy that VEGF receptors are involved in metastatic behavior in human melanoma studies (55), while PDGF receptors' expression has been shown to bear prognostic significance in COMs (22). Finally, CD63, a well-known melanoma-associated antigen (also called “Melanoma-Associated Antigen ME491”), has a role in VEGFA signaling.

As reported by other authors (28), the involvement of PI3K/mTOR/AKT signaling pathway is also suggested by the significant enrichment of the *Insulin processing* pathway, which is well-known to activate PI3K. The latter is also regulated by DEPTOR and MAP2K1 genes, which have been found altered in our study. Noteworthy, PI3K and mTOR are essential for the maintenance of the stem cell status in neural progenitor cells (56), and their abnormal involvement appears strategical for the tumorigenesis of neural crest-derived tumors such as COM.

Interestingly, the *Angiogenesis* pathway was enriched in both GR25 and GS lists (derived from the gained regions), and its suppressive pathway (*Negative regulation of cell migration involved in sprouting angiogenesis*) was enriched in LR25 list (derived from the lost regions). In addition, other vascular-related pathways, such as *Neovascularization processes*, were found enriched. Vessels proliferation, which plays an important role in several types of human melanomas (57), appears then to be deeply implicated in COMs' pathogenesis, and likely in their metastatic behavior. Neoangiogenesis is an obligatory phenotypic step for the establishment of distant metastases throughout the body: without an angiogenic process, the freshly-proliferated cells would incur into hypoxia and lack of nutrients, making the microenvironment adverse for the metastases survival (57). The main genes involved in endothelial and vascular cell proliferation, and reported by the ClueGo analysis, were ANGPT1, VEGFR2, PDGFRA, PTK2 for both GR25 and GS groups, and DLL4, SPRED1, THBS1, which are involved in the negative regulation of vessel sprouting, for LR25. Additionally, an imbalance (gains and losses) on the endothelin receptor type B gene (EDNRB), which role is crucial for melanocytes development (3) and for vessel homeostasis, was also detected. Interestingly, antibody-drug conjugates (ADC) targeting the endothelin B receptor (ET_B_R) both *in vitro* and *in vivo* systems (58, 59), show anti-tumor activity (even if partial) in hMMs (59). Given these premises, further evaluation of ET_B_R's expression in COMs could be promising to evaluate the application of ADC therapies also in dogs.

Furthermore, our data show the involvement of many other genes closely related to an angiogenic phenotype. Many genes coding for interleukin receptors, inflammatory molecules that contribute to neovascularization through endothelial cells migration and proliferation, and through metalloproteinases overexpression (as MMP19), were found gained in this study. Significantly, in hMM, a close relationship between IL-8, its receptor CXCR2, and MMP-2, is well-established (60, 61). Additional involved genes were those coding for fibroblast growth factors (FGF7 and FGF14), for lipid lysophosphatidic acids (LPAR6)—which are known to contribute to angiogenesis and lymphangiogenesis (57)—and for melanoma proliferation- and migration-related properties such as ZIC5 (62).

The GISTIC2.0 algorithm indicated the *T-helper 1 type immune response* pathway was significantly enriched (genes are listed in Table 1). Although in dogs therapeutic trials based on immunomodulation did not reach consistent results (63–65), these data strengthen the view of melanoma as a promising target for immunogenic therapies (66).

A general loss of many components of the T-cell homeostasis such as LCP1, TNFSF11, LRCH1, TRIM13 (which acts together with MDM2), RASGRP1, and GPR18 was found. On the contrary, the gain of PDCD7, involved in glucocorticoid-induced apoptosis in mouse T-cells (67), was detected.

Pathways related to drug metabolism were also found to be enriched, with *Glucuronidation* being the most significant. The cause is attributable to the high representation of the UGT-family genes, which are involved in the activity of the enzyme glucuronosyltransferase and phase II metabolism, and constitute an important pathway for xenobiotic elimination from the organism. Although the involvement of *Glucuronidation* in COM's behavior is still unclear, its potential role should be taken into consideration for future clinical trials and drug testing.

Not surprisingly, genes involved in the pathogenesis of other tumors were found to be altered. Significant gains of genes ATAD2, DSCC1, FAM91A1, and MYC brought to the enrichment of the *Gastric Cancer Network 2* pathway, and ATAD2 is a cancer-associated protein which can also induce the expression of Cyclin D1 and MYC (68).

Another enriched pathway, which has been frequently associated with cancer, was the *Wnt/beta-catenin Signaling Pathway in Leukemia*, which mediates the cell transduction signal. Gains of genes such as FZD6, PYGO1, and WIF1, causing Wnt inhibition, and MYC, were found. The involvement of Wnt signaling has been associated to numerous types of cancer, as glioblastoma (69), esophageal (70), ovarian (71), breast (72), colorectal (73), prostate (74), and lung (75) cancers and also to cutaneous melanomas (76). Gains of Wnt inhibitory genes in COM may still have a role in the complex deregulation of the Wnt pathway, which leads to carcinogenesis. However, further studies are needed to clarify this point.

The enrichment of pathways related to melanocytes' development (from neural stem cells) and pigmentation have been already reported in hMMs (7). In accordance, a significant enrichment of the *Highly calcium permeable nicotinic acetylcholine receptors*, and of the *Melanocyte differentiation* pathways were found in our study. Finally, the *Regulation of odontogenesis of dentin-containing tooth* pathway was also significantly enriched. Genes involved in the enrichment of this last pathway, namely AMTN, ENAM, RSPO2, and TNFRSF11B, encode, respectively, for the ameloblast protein amelotin, teeth component enamelin (a Wnt activator), and a TNF receptor. The involvement of these genes may be related to the frequent tendency of COMs to affect the oral cavity, and gingiva in particular (77). The application of aCGH on 19 COMs contributed to increase our knowledge of genetic aberrations in this canine tumor. We confirmed aberrational patterns noted also by other authors, as the sigmoidal trend in CFA 10 and 30. Thirty-two regions here detected showed to be syntenic with hMM-related regions and confirmed a common involvement of MAPK and PI3K pathways in COMs and hMMs. Moreover, our data suggest a strong involvement in COM's tumorigenesis of neovascularization-related pathways. These new data, together with the encouraging evidence of anti-angiogenic factors target therapies in human melanomas, remark the role of the dog as a model for hMMs and encourage new studies aimed to test the application of anti-angiogenic factors in the treatment of advanced and/or metastatic COMs.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI's Gene Expression Omnibus, accession number: GSE131923.

## Ethics Statement

Ethical review and approval was not required for the animal study because only formalin-fixed, paraffin-embedded surgical biopsies from canine tumors were used in the present work. Tissues were provided by the archives of the Department of Comparative Biomedicine and Food Science (University of Padova) and of the Department of Animal Medicine and Surgery (Complutense University). Written informed consent for participation was not obtained from the owners because the biopsies collected from the archives had already been approved for research purposes by the attending veterinarians, at the moment they sent the material to our facilities.

## Author Contributions

SeF and MC conceptualized the study design. MC acquired the funds and supervised the whole project. CZ and EM-M collected and recruited the cases and their available information. GB and CZ performed the IHC analysis when necessary. SiF, MG, and MC reviewed H&E and IHC slides to confirm the diagnosis. GB and SeF performed the aCGH analysis. GB curated the processed data and wrote the original draft. All authors reviewed and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Array Comparative Genomic Hybridization Analysis Reveals Significantly Enriched Pathways in Canine Oral Melanoma
**Source:** Front Oncol. 2019 Dec 12;9:1397. doi: 10.3389/fonc.2019.01397
**Supplement:** Supplementary file 1

**Table S1.** Selected samples included in the study, together with available clinical and histological data. F: female; FN: neutered female; M: male; MN: neutered male; G: good prognosis; B: bad prognosis.

**Table S2.** CNAs with penetrance≥25% (CanFam2 annotation), and lists of genes from gain and loss regions with penetrance≥25%, and penetrance≥40%.

**Table S3.** Significant CNAs obtained from GISTIC2.0 (CanFam2 annotation), and list of the corresponding genes.

**Table S4.** ClueGO significant pathways and list of genes applied for their detection. Pathways are listed in ascending order depending on the corrected term Pvalue.

How the deposited data were processed for this re-analysis (not part of the article)

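Tumor and matched healthy tissue of 19 dogs with oral melanoma were compared on 19 two-colour arrays, on 5 slides, with 5 dogs in Ki67 group G and 14 in group B. The tumor was taken as Cy5 and the healthy tissue as Cy3, after the labels. The authors deposited Feature Extraction output, in which the processed signal intensity is background-subtracted, detrended and scaled by a linear dye factor, the median signal and background intensities are as scanned, and the log10 ratio of Cy5 over Cy3 is given with its error. The authors also deposited a table of processed log2 ratios, whose processing is not described in the text in full. Values of 1 or more in that table had lost the decimal point, which was restored from the leading digit. The table covers 83.7% of the autosomal probes and no probe of X.

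Of 171050 probes with a position, 162404 are autosomal and 8646 lie on X. Signal over background ranged from 2.09 to 13.0 in Cy3 and from 1.40 to 5.21 in Cy5, and 0.288% to 54.7% of spots were not well above background. The number of arrays limits the precision. The centralization and the fuzzy setting of the Methods were not rebuilt. Instead each array was centred on its autosomal median. The interval search after ADM-2 weighted each probe by its log ratio error, with the spread of a probe set to no less than 50% of that of the array, so that no probe weighed more than 4 times the median. A piece inside an interval counted as its own segment. A region of the score after GISTIC needed at least 3 neighbouring probes at the q threshold, and an unmeasured probe counted as not called. The probes of a region were those that start within it, a rule set after a stricter one left a region without probes. A chromosome counted as wholly gained or lost at 80% of its probes and as amplified at a mean log2 ratio of 1.

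The segmentation was tested on simulated data. Segments of 200 to 600 probes at a log2 ratio of 0.3 were recovered in 97.8%, segments of 20 to 50 probes at 0.5 in 66.1%, and segments of 5 to 10 probes at 0.5 in 1.29%. The score after GISTIC recovered 200 of 200 planted probes and called 0 elsewhere. limma recovered 94.5% of 200 bins shifted by 0.5 out of 2215 and called 14 of the other bins, with the bins simulated as independent. Group differences of single values were tested with exact permutation of 11628 splits, whose smallest p is 8.6e-05, and correlations and sign flips with 100000 permutations.

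The alternatives were search thresholds of 6 and 10, equal weights, piecewise-constant segmentation with a penalty of 40 noise variances, cutoffs of 0.2 and 0.35, at least 10 probes, centring on the mode over running medians of 51 probes, normexp background correction of the median signals with an offset of 50, the processed table, saturated spots kept, dim spots left out, and the array with the highest spread left out. All were centred again on the autosomal median where the setting did not say otherwise. Circular shifts give the same distribution at each probe as the permutation, so that this alternative is nearly without effect.

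The rule set in advance was to name every gene of the paper's Results, Table 1, Table 4 and Discussion that could be placed, and outside Tables S2 and S3 the 3 bins of 1 Mb with the highest penetrance in each direction, ties being taken in chromosome order. Since no gene has a value of its own here, most of these genes are given as counts per chromosome. MYC, KIT, PDGFRA and RB1 are named at the claims, and B2M, MDM2 and CDK4 for tests chosen after the results were seen. The design asked for values per gene. The files do not pair probes with genes of their build, so chromosomes and regions were used instead, and gene names came from the assembly UU_Cfam_GSD_1.0, whose positions are not printed. Of 55 genes of Table 1, 44 were matched. A correction for GC content was not run, because probe sequences and a genome of the build were not used here. Pathway enrichment was not repeated. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1.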

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

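The tests on the gains of CFA 3, 6, 20, 28 and 34 in the processed table were chosen after the result was seen. The form of the test on the slope was chosen after it was found that the processed table differs from the scanner values by 1 profile, and before its result was computed. The other tests of this part were chosen before, except that of dim spots on X in A28, whose reading was changed to undecided after its value was seen.

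In group G, the median log2 ratio of CFA 13 was 0.33 in A3, and the nearest of the other 4 arrays was at 0.04, a gap of 0.805 of the range of the group. Of 9 measures examined in this way, 1 passed, and chance passes about 1 group in 20. A3 is 1 of the 6 arrays with a whole-chromosome gain of CFA 13. No technical explanation was tested for it, and no biological explanation was tested.

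Gains were called on CFA 20 from 57000001 to 58000000 in 11 of 19 arrays (57.9%), outside the regions of Tables S2 and S3, and from 55000001 to 56000000 and from 56000001 to 57000000 in 10 arrays each. At least 10 arrays were reached by 4 bins, and ties were taken in chromosome order. In the processed table they were called in 2 arrays each. Gained regions past the q threshold on CFA 3, 6, 20, 28 and 34 also lay outside those tables, and 0 of these 5 regions stayed recurrent in the processed table. Of the regions of the other chromosomes, 10 of 11 on CFA 10, 1 of 3 on CFA 13, 6 of 6 on CFA 30 and 0 of 3 on CFA 9 were overlapped by a recurrent gain there, with gaps of unmeasured probes bridged or not, so that loss from the processed table is not specific to the 5. The slope of each array on the profile that was subtracted, estimated on the other autosomes, had a Pearson r of 0.83 (permutation p = 3e-05) with the mean log2 ratio of these regions, and a Spearman rho of 0.71 (permutation p = 0.00116). Without A1 and B23 the Pearson r was 0.75 (permutation p = 0.00077). This correlation is partly built in. The scanner values are nearly the processed values plus the scaled profile, and these regions stopped being recurrent once it was subtracted. A technical profile in the scanner values, scaled differently in each array, stays a candidate explanation without independent evidence from this test. The profile was itself taken from the difference between the authors' values and the scanner's, so whether the authors' subtraction also removed copy number signal stays open. No biological explanation was tested.

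Losses were called on CFA 2 from 30000001 to 31000000, from 31000001 to 32000000 and from 35000001 to 36000000 in 4 of 19 arrays (21.1%), namely A1, A34, C10 and C3, and in 4 arrays of the processed table. These are 3 of 10 bins with losses in 4 arrays, taken in chromosome order. They lie outside Tables S2 and S3. No technical explanation was tested for them beyond the processed table, and no biological explanation was tested.

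On X, which the paper left out, 22 segments were called in 14 of 19 arrays (73.7%). Both channels of every array lay with the recorded sex, with 0 channels on the other side, which argues against a mislabelled sample or mismatched healthy tissue that crosses sexes. The X signal over the autosomes in the healthy tissue was -0.08 in 5 females and -0.90 in 14 males on the log2 scale (exact permutation p = 8.6e-05, the smallest that the design can give). Losses on X were called as well. At the start of X the males A3, A8, B23 and C3 had lost segments with means of -0.43, -0.33, -0.29 and -0.36. In A3, A8 and C3 these segments ended at 6640902, 6552466 and 6659679. The male A34 had a gained segment at the start, with a mean of 0.54. No explanation was tested for the losses. Segments near the end of X were gained in many of the 14 arrays with segments on X, and lost in B23. A wave shared between arrays might give them, but the log2 ratios at the ends of CFA 20 and X had a Pearson r of 0.41 (permutation p = 0.081) and a Spearman rho of 0.28 (permutation p = 0.253), and r = 0.27 without A1 and A5, which leaves it undecided. In the same family of 3 relations, the end of CFA 20 had r = 0.58 with the end of CFA 28 (permutation p = 0.0102, adjusted 0.0153, rho = 0.54, r = 0.44 without the same arrays) and r = 0.77 with the start of CFA 9 (permutation p = 7e-05, adjusted 0.00021, rho = 0.73, r = 0.69 without them). In A28, 93.7% of X was called gained, at a segment mean of 0.28 weighted by the error of each probe. The unweighted mean over the 8646 probes was 0.06 and the median 0.10, and with equal weights 0% of X was called gained. Dim spots might have given this in the array with the most of them. Without them 87.0% of X stayed called, at a mean of 0.22, but this rests on the 1939 probes left, chosen by their signal in both channels, so dim spots stay open. No biological explanation was tested.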

How the results depend on the processing

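The alternatives were chosen before the data were examined, except the bridging of gaps, which was chosen after seeing the data. It gives an unmeasured probe the call that the measured probes on both sides share. The correction for GC content was not run. No paired analysis was possible because groups G and B are different dogs, and the replicate numbers pair no samples.

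Direction and side of the threshold were kept under all 13 alternatives for the number of autosomal segments per array (36.6 to 108), the share of the genome altered (G minus B -13.9 to -4.48, exact permutation p from 0.105 to 0.216), the amplifications of CFA 10 (6 to 7 arrays) and CFA 30 (5 arrays). The number of segments and the amplifications have no test. The median log2 ratio of CFA 13 lay between 0.11 and 0.16 under the 6 alternatives that can move a chromosome median, with an unadjusted permutation p from 0.0109 to 0.0325. The other 7, which change the calls alone, say nothing about this median or that of CFA 22. Counts for CFA 13 whole-chromosome gain (3 to 6) and for gains beside losses on CFA 10 (2 to 6) and CFA 30 (6 to 9) moved by less than their intervals. Those intervals describe the sampling of dogs and do not measure how far a count depends on the processing. The count of 3 for CFA 13 was reached with a cutoff of 0.35 and with normexp, against 6 in the main setting. limma called 0 bins under each of 6 alternatives, with 38 to 263 of 1877 or 2215 bins of 1 Mb at an unadjusted p under 0.05, the highest for the log2 Ki67 index, and 9 of 460 bins of 5 Mb, and Fisher's exact test called 0 regions under each of 13.

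With a cutoff of 0.35, the regions of Table S2 at 25% or more fell from 40 to 26 and the whole-chromosome losses of CFA 22 from 5 to 1. These losses numbered 2 with normexp and 2 where 95% of the probes were required. With normexp, the regions of Table S2 at 25% or more numbered 20. The recurrent gains numbered 18 instead of 28 and lay on CFA 10 and 30 alone, so that those of CFA 13 were not called either. The median log2 ratio of CFA 22 was then -0.0705 (permutation p = 0.0697). In the processed table that median was -0.0903 (permutation p = 0.0649). Without dim spots there were 52 recurrent gains and 0 recurrent losses. The loss of CFA 11 still passed the q threshold (smallest q 0.0316), at 4 probes of which at most 2 were neighbours, short of the 3 that a region needs. Without dim spots all 4 arrays stayed called lost there, at 5 of 5 measured probes in B23, 8 of 9 in B25, 10 of 10 in C10 and 8 of 8 in C13. The single probe from 41248370 to 41248429 was called lost in 5.26% of arrays without dim spots, against 21.1% in the scanner values. With gaps bridged there were 23 recurrent gains and 1 recurrent loss without dim spots, 17 and 1 in the processed table, and 27 and 1 in the scanner values, so that the counts of 52 and 0 rest on the gaps. At a q of at most 0.25 there were 50 recurrent gains and 22 recurrent losses instead of 1, as a looser threshold calls more. Apart from that threshold and the gaps, the cause was not tested.

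Without each array of group G in turn, the difference in the share altered lay between -10.1 and -8.62 (exact permutation p from 0.140 to 0.214). limma called 0 bins each time, with 36 to 109 at an unadjusted p under 0.05, and Fisher's exact test called 0 regions.

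In 100 splits of the dogs into 5 and 14, the real split gave 0 bins, so that all 100 gave at least as many by construction and the count decides nothing. In 6 of them any bin was called, and at most 9. Chance cannot be excluded for the Ki67 groups. Signal over background, as low as 1.40 in Cy5, and the recovery of short segments at low ratios limit what can be called.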

Differences from the paper's values

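A value was counted as differing where it was more than 1.5 times above or below that of the paper and, for numbers of arrays, percentages and means, also by more than its SD (binomial for arrays and percentages, over regions for lengths). The mean number of aberrations in samples with any is 27.6 in the paper and 63.4 here. It was not counted, because the SD over arrays is 58.1. That SD is the spread of single arrays, so the rule does not show that the means are alike.

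On the autosomes, the highest number of aberrations in a sample is 71 in the paper and 244 here. It does not differ by the measure used here in the processed table (84), and it differs under the other 12 alternatives set before the data were examined. The lowest number among samples with any is 2 in the paper and 5 here, a value of 2 being reached with a search threshold of 10 and with equal weights. Piecewise-constant segmentation and a cutoff of 0.35 also come within 1.5 times, and the other 9 alternatives do not. Samples without aberrations number 2 in the paper and 1 here, and 2 with a cutoff of 0.35 and in the processed table, with the other 11 alternatives differing.

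Gained regions with a penetrance of at least 25% number 53 in the paper and 34 here, lost regions 20 in the paper and 6 here, gained regions of at least 40% 8 in the paper and 2 here, and lost regions of at least 30% 9 in the paper and 1 here. All 13 alternatives differ for each of these. The paper's penetrances rest on 20 samples, with C4. Its own lists without C4, over 19 samples, give 48 gained and 13 lost regions of at least 25%, 2 gained regions of at least 40% and 4 lost regions of at least 30%. The penetrance of the loss of CFA 11 from 41248370 to 41248429 is 35% in the paper and 21.1% here. It does not differ with a threshold of 6, equal weights, piecewise-constant segmentation, a cutoff of 0.2 or mode centring, and it differs under the other 8. Without C4 the paper lists this loss in 6 samples, which is not more than 1.5 times the 4 arrays called here. In group G that loss is in 3 arrays in the paper and in 2 here, and in 3 with a threshold of 6, equal weights or piecewise-constant segmentation. Without dim spots it is in 1, since the probe was left out in B25.

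The mean length of the significant gained regions is 4.2 Mb in the paper and 1.26 Mb here, and the longest is 52.3 Mb in the paper and 4.97 Mb here. Of 15 alternatives, a q of at most 0.25 alone does not differ for either, with a mean of 2.69 ± 6.81 Mb (SD, n = 50 regions), which is more than 1.5 times lower but within the SD, and a longest region of 47.3 Mb. In Table S3 the longest listed region is 36.2 Mb and the shortest 32931 bp.

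Among settings that reach a value of the paper where the main value does not differ are piecewise-constant segmentation, a cutoff of 0.2 and mode centring for 5 arrays with gains and losses on CFA 10, a cutoff of 0.35 and 2 changes for 6 arrays on CFA 30, and normexp for 7 arrays with amplification on CFA 10.

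The paper reports no significant lost region, and 1 was called here on CFA 11 (q = 0.0165). It places significant gains on CFA 9, 10, 13 and 30, and here CFA 3, 6, 20, 28 and 34 were called as well in the scanner values. The mean lengths of gained and lost regions in its text, 0.7 Mb and 2 Mb, stand beside 1.68 Mb and 3.67 Mb from the lengths listed in Table S2.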

Other observations

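The tests on dim spots in A28 and A31, on the build of the positions, on noise and the number of segments, on CFA 10 and on B2M were chosen after the results were seen.

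The deposited table of processed log2 ratios differed from the scanner values by 1 profile along the genome times a factor per array, with a residual SD of 0.000319 to 0.00604 and factors from -0.0837 in B23 to 0.298 in A1. A test set beforehand, the correlation between arrays of these differences in 1 Mb bins, gave a median Pearson r of 1.00 (0.999987) over 10 pairs of the 5 arrays with the largest differences. It decides nothing about a wave shared between arrays, since any subtraction of 1 scaled profile gives such a value. That stays open for the gains called in the scanner values alone. Dim spots might have given these gains, but of the 62340 probes called gained in the scanner values alone, summed over arrays, 75.5% stayed called without dim spots (81.6% of the 57682 still measured), which argues against them as the main source over all arrays. In A28 and A31, the arrays with the most dim spots, 37.8% of 16238 stayed called (1920 of 6538 and 4219 of 9700). That is 51.5% of the 11931 still measured. The filter itself removed part of these probes and left 3254 in A28 and 8677 in A31, so dim spots stay open there. For the gains on CFA 9 near the start, which the paper also calls, the mean log2 ratio fell by 38.9% in the processed table and the regions were not recurrent there, short of the fall of more than 50% set for the test, so a wave remains undecided.

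The number of called autosomal segments was not related to the probe-to-probe spread of the arrays (Pearson r = -0.23, permutation p = 0.317, adjusted 0.776; Spearman rho = -0.24, permutation p = 0.316, adjusted 0.631; 4 relations; r = -0.21 without A28 and A31). The slides did not differ in it beyond chance (permutation p = 0.776). With 19 arrays neither noise nor slide is excluded.

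Of 35 regions of the paper's converted lists, 34 start 2.94 to 3.04 Mb below their counterparts in Tables S2 and S3, which the paper labels CanFam2. The file headers name CanFam3.1. Probes lie within the first 3.05 Mb of all 38 autosomes, at a median of 0.966 times the number in the next stretch. This argues against CanFam2 positions of the kind that the conversion assumes and is consistent with positions of CanFam3.1. If so, the gene lists could hold genes about 3 Mb below the aberrant probes. That was tested with distances in the assembly UU_Cfam_GSD_1.0. On CFA 10, the distance of MDM2 and CDK4 above the nearest listed genes covered the shift for 0 of 2 genes, at 0.95 to 1.31 Mb and 1.59 to 1.73 Mb. A gene need not lie a full shift away to be missed, so this decides nothing. On CFA 30, B2M lies 1.06 Mb above the first listed gained gene, below the 1.78 Mb that would still place it in the lost regions, as this explanation needs. Both tests rest on distances from another assembly.

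Over 38 autosomes, the sign-flip permutation test of the median log2 ratio passed an adjusted p of 0.05 for CFA 9, 12, 20, 25, 32 and 37, with medians of 0.09, -0.07, 0.11, -0.05, -0.07 and -0.05 averaged over the arrays, and not for CFA 13 or CFA 22. No explanation was tested for these small shifts.

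The highest correlations of 1 Mb bins between arrays were 0.64 for A31 and A35 and 0.64 for A1 and A35, although A35 had no segment in the processed table. Genes that the paper names were sorted here as gained or lost. Some sorted as gained, among them DEPTOR, MAP2K1 and ADAM10, are named in its text as altered or involved without a direction. Of those sorted as lost, FGF14 and LPAR6 are named there without a direction, and EDNRB and RASGRP1 in both directions. BUB1 and TACC3, which it names as lost, were not counted. Of the genes sorted as gained, 14 lie on CFA 13, 13 on CFA 30 and 2 on CFA 10 in UU_Cfam_GSD_1.0. Of the 17 sorted as lost, 9 lie on CFA 22 and 7 on CFA 30, and 1 was not matched. At least 50% of CFA 30 was called gained in 3 arrays and lost in 0, with any gain in 9 and any loss in 8, so that values of the whole chromosome do not show a loss of these 7 genes and cannot place one. At least 50% of CFA 10 was called gained in 0 arrays, with any gain in 11. The 8 genes named as not involved lie on 6 chromosomes with any gain in 6 to 11 arrays and any loss in 2 to 6. These counts of whole chromosomes say nothing about the genes themselves. Among these genes, CDKN2A lies on CFA 11, which also holds the called loss from 41248370 to 41292229. Whether that loss covers CDKN2A was not analysed here, so these data do not show that the gene was spared.

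Of 55 genes of Table 1, 25 lie on CFA 13, 12 on CFA 30, 6 on CFA 10 and 1 on CFA 38, and 11 were not matched.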
